A study of Rattus norvegicus with 7 samples. Its data were reported in "Gene profiles and mutations in the development of cataracts in the ICR rat model of hereditary cataracts" (2023).

How the data were processed

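Total RNA of whole lenses of ICR rats was measured on 7 GeneChip Rat Gene 2.0 ST arrays, with 1 array per age. Per the labels, the arrays belong to the stages no cataracts (2 and 4 weeks), cortical opacity (8 and 10 weeks), posterior subcapsular opacity (12 weeks) and nuclear opacity (14 and 18 weeks). The authors normalized the signals by RMA, and the deposited values are log2 RMA signals of transcript clusters, which were used as deposited. The rats of the control strain and the replicate arrays described by the study are not part of this series and were not analysed here. A hybridization signal includes background, so that genes near the bottom of the scale show smaller fold changes than their transcripts may have, and the brightest signals may be compressed.

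Transcript clusters were named with the table of the array. Of all clusters, 18511 carried 1 gene symbol, 575 carried several and 17599 carried none, and only the first kind was used for genes. Symbols were updated through Entrez identifiers with the RefSeq gene table of assembly GRCr8, which served for names alone. A current symbol was found for 18394 clusters and the symbol of the array was kept for 117. For genes with several clusters the one with the highest mean was taken, which left 18166 genes. Genes that reached a log2 value of 5 on at least 1 array were tested (5168), and 12998 were left out as dim.

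Array similarity was computed as Euclidean distance over all named genes with complete linkage, and by principal components. Stages were compared in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit, eBayes with a constant prior) in a fit of all 7 arrays with 1 mean per stage and 3 residual degrees of freedom (5.37 after moderation). Cortical, posterior subcapsular and nuclear opacity were each compared with no cataracts, and nuclear with cortical opacity. The age trend was a linear fit of the log2 value on age in weeks over 7 arrays (5 residual degrees of freedom, 7.90 after moderation). P-values were adjusted by the method of Benjamini and Hochberg over the tested genes of each comparison with a threshold of 0.05. The arrays of a stage were taken as independent, which the labels do not state. The 4- to 8-week and 4- to 10-week intervals were described by differences of single arrays, with thresholds of 1.5-fold for higher genes and the larger threshold of the study for lower genes. Their overlap was set against 1000 simulated sets of arrays without change, and the medians of gene lists against 10000 random lists of the same size and similar level. Figures were drawn with matplotlib 3.10.9.

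The genes named in a comparison were the 12 with the largest differences in each direction among those that passed. Where fewer passed, they were the genes with the smallest p-values. For single-array intervals they were the 8 largest in each direction. Beside them stand examples of list members, among those that passed or had the largest differences, and genes that the study discusses. Of 30 gene lists, 23 were fixed from general knowledge, 4 were taken from the study and 3 were made by name. They were crystallins, lens fibre genes, lens epithelium genes, cell cycle, cholesterol synthesis, fatty acid synthesis, mesenchymal and fibrosis genes, lens capsule basement membrane, immediate early genes, antioxidant and glutathione genes, unfolded protein response, calpains and calcium pumps, water and ion transport, heat shock chaperones, markers of ciliary body and zonule, pigment cells, photoreceptors, neurons and glia, immune cells, blood cells, endothelium, muscle, and corneal and conjunctival epithelium, the genes the study found increased or decreased by RT-qPCR or on arrays, cytosolic ribosomal proteins, the respiratory chain and olfactory receptors. The respiratory chain list, made by name, also took in assembly factors such as Ndufaf3. Lists with at least 3 tested members were tested with camera at a preset correlation of 0.01, and again with an estimated correlation and with fry, with adjustment over the lists of a comparison. For each list the members that passed were counted with adjustment over all genes and with adjustment over the list alone. Of the tested ciliary body and zonule markers, 13 of 16 are also in the study's lists, as are 11 of 21 immediate early genes. So are 4 of 14 mesenchymal and fibrosis genes and 4 of 12 fatty acid synthesis genes, and other lists share fewer or none. Shared members are not independent evidence of direction.

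Alternatives to the filter, the choice of cluster, the scaling, the prior, the array weights, the arrays in the fit, the form of age and the fold thresholds were chosen before the data were examined, and 3 further fits without the 10-week or the 2- and 10-week arrays were chosen after seeing the data. The pipeline was tested on simulated data in which 200 of 5168 genes were changed. With a log2 change of 1, limma called 57.5% of them for cortical, 64% for nuclear and 31.5% for posterior subcapsular opacity against no cataracts, 74% for nuclear against cortical opacity and 65.5% for the age trend. With a change of 2, it called 93.5%, 94%, 91%, 95% and 95.5%. Between 2 and 14 unchanged genes were called. Comparisons of 2 arrays with 2 share a design, so that their percentages differ through the simulated draws alone. The simulated noise was independent between genes and arrays and held no age differences within a stage, so that the real arrays may give other percentages. With a single simulated raised list, camera called 2 of 21 lists, and 1 with an estimated correlation.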

Results

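Gene expression was measured in whole lenses of Ihara Cataract Rats (ICR), an inbred strain in which lens opacity develops with age. RNA of 7 lens samples was hybridized to 7 GeneChip Rat Gene 2.0 ST arrays, with 1 array for each age between 2 and 18 weeks. The labels place the 2- and 4-week-old lenses in the stage without cataracts (2 arrays), the 8- and 10-week-old lenses in cortical opacity (2 arrays), the 12-week-old lens in posterior subcapsular opacity (1 array) and the 14- and 18-week-old lenses in nuclear opacity (2 arrays). On each array 18166 genes could be named. Between 4146 and 4595 named genes reached a log2 value of 5 on an array, and 5168 reached it on at least 1 array and were tested. The number of arrays limits the precision of every value below. Stage and age run together in this design, and the arrays of a stage differ in age, so that p-values measure the spread between arrays of different ages and the effects of age and stage cannot be told apart.

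Most ICR lenses lay nearest to a lens of a neighbouring age, but the 18-week-old lens did not. The 4- and 8-week-old lenses were the closest pair over all named genes (Euclidean distance 35.3), followed by the 2- and 4-week-old lenses (38.0). The top division of the clustering set the 2-, 4- and 8-week-old lenses apart from the 10- to 18-week-old lenses, and it did so with complete linkage, with average linkage, with correlation distances and with the tested genes alone. The 8-week-old lens was thus closer to the 4-week-old lens than to the 10-week-old lens of its own stage (41.3). The 12-week-old lens lay nearest to the 10-week-old lens (42.9), and the 14-week-old lens nearest to the 18-week-old lens (42.4). The 18-week-old lens itself was slightly closer to the 8-week-old lens (41.8). The first principal component held 37.2% of the variance and rose from -33.5 in the 2-week-old lens to 20 in the 14-week-old lens, with 13.5 in the 18-week-old lens. The second component held 17.3% and separated the 10-week-old lens (-20.6) from the 14-week-old lens (22.2).

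**Figure D1:**
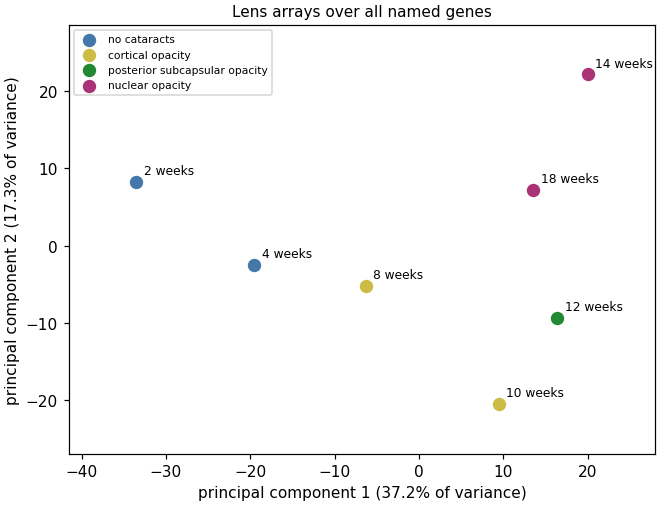
Principal components 1 (x axis) and 2 (y axis) of the 7 lens arrays over all named genes, with the percentage of variance on each axis; each point is 1 array, coloured by stage and marked with its age. Component 1 runs from -33.5 at 2 weeks to 20 at 14 weeks, and the 8-week lens lies between the 4-week and the 10-week lenses.

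The 8- and 10-week-old lenses with cortical opacity were compared with the 2- and 4-week-old lenses to ask which genes differ when opacity has first appeared. Among the genes with the smallest p-values, higher values were those of Ass1, which makes argininosuccinate in arginine synthesis (a 4.77-fold difference), Thrsp, a regulator of fatty acid synthesis (2.14 ± 0.27, log2 difference ± standard error, n = 2 arrays per stage), and Cyp2b1, a cytochrome P450 (1.46 ± 0.21). They were joined by Serpinb6a, a serine protease inhibitor (1.29 ± 0.12), Anxa1, a calcium- and phospholipid-binding annexin (1.24 ± 0.20), and S100a10 (1.0 ± 0.16). Smaller positive differences were those of Hopx (0.95), Scd, a fatty acid desaturase (0.92), Emp2 (0.90) and Capn6 (0.75). Lower values were found for Gca, a calcium-binding protein (-2.31 ± 0.26), Pnkd (-1.45 ± 0.15), Metap1 (-1.36 ± 0.17), Asns, the asparagine synthetase (-1.34 ± 0.14), Nhsl1 (-1.33 ± 0.16), and Flrt2 (-1.06 ± 0.11). The same direction was seen for Ccnd2, a D-type cyclin (-1.02 ± 0.11), Abca2 (-0.99), Mfap2, a microfibril protein (-0.99 ± 0.10), Igsf9 (-0.95), Slc7a5, an amino acid transporter (-0.95), and Satb1 (-0.86 ± 0.10). None of these genes passed the limma test. Of 5168 genes, 0 passed and the smallest adjusted p was 0.113, while 828 had an unadjusted p under 0.05 (162 higher and 666 lower, where chance would give 258.4). The median difference of all tested genes was -0.068 with the deposited values and 0.0088 after quantile normalization. It was 1.75e-05 over 18166 genes when dim genes were kept. The excess of lower genes is best read against that shift of the tested genes. With a trended and robust prior in limma, 3 genes passed higher and 9 lower, and the same numbers passed when genes had to reach a log2 value of 6.

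Among the gene lists, the ciliary body and zonule markers had the largest median difference in the lenses with cortical opacity when all arrays were used. By mean, the pigment cell markers moved slightly further (-1.42 against -1.40). All 16 ciliary markers had lower values, with a median of -1.38 (adjusted p = 4.88e-07 by camera, adjusted p = 0.590 with an estimated correlation). None of them passed over all genes, and 11 fell when adjusted over the list alone, among them Optc (-2.15 ± 0.66), Fmod (-2.14 ± 0.65) and Mfap4 (-1.80 ± 0.51). Of the 16 ciliary markers 13 are also in the study's lists, which were chosen in lenses of the same strain. Their direction here is thus not independent evidence. Pigment cell markers had lower values too, with a median of -0.62 over 12 genes when dim genes were kept. The 4 tested ones were all highest in the 2-week-old lens and had a median of -1.25 (adjusted p = 0.0736), led by Tyrp1 (-2.59 ± 1.17). Their median was -0.39 without the 2-week-old lens and -2.39 without the 4-week-old lens, where the list was called (adjusted p = 3.39e-05). The fatty acid synthesis list was higher (median 0.07 and mean 0.31 over 12 genes, adjusted p = 0.0247, adjusted p = 0.463 with an estimated correlation), and adjusted over the list alone 4 genes rose, including Srebf1 (1.16 ± 0.29), and 1 fell (Lpin1, -0.64 ± 0.12). Of its 12 genes 4 are in the study's lists, Srebf1 among them. The immediate early genes were slightly higher as a list (median 0.15, adjusted p = 0.0188, adjusted p = 0.590 with an estimated correlation). So were the mesenchymal and fibrosis genes (median 0.05, adjusted p = 0.0204, adjusted p = 0.463 with an estimated correlation) and the cytosolic ribosomal proteins (median 0.06, adjusted p = 0.000825, adjusted p = 0.590 with an estimated correlation) in the same comparison. None of these 3 lists had a member that passed over all genes or adjusted over the list alone. Other choices changed several of these results. After quantile normalization fatty acid synthesis (adjusted p = 0.0577), mesenchymal genes (adjusted p = 0.0646) and immediate early genes (adjusted p = 0.165) were no longer called. When dim genes were kept, these lists (adjusted p = 0.524, 0.822 and 0.506) and the ribosomal proteins (adjusted p = 0.336) were not called either. The median of the ciliary markers was -0.80 without the 2-week-old lens and -2.09 without the 4-week-old lens. That of the immediate early genes was -0.26 without the 8-week-old lens (adjusted p = 0.906), 0.24 without the 4-week-old lens and 0.45 without the 10-week-old lens, and the call also ended without the 2-week-old lens (0.034, adjusted p = 0.102). The call of the mesenchymal genes ended without the 2-week-old (0.018, adjusted p = 0.0631) or the 10-week-old lens (0.0064, adjusted p = 0.334), and their median was 0.17 without the 4-week-old and 0.10 without the 8-week-old lens. The call of the ribosomal proteins ended without the 2-week-old lens (-0.053, adjusted p = 0.693), and their median was 0.14, 0.010 and 0.12 without the 4-, 8- and 10-week-old lenses. Fatty acid synthesis was no longer called without the 4-week-old (0.019, adjusted p = 0.137) or the 10-week-old lens (0.062, adjusted p = 0.133), and its median was 0.12 without the 2-week-old lens. Crygn was the only crystallin of 10 that fell when adjusted over the list alone (-1.27 ± 0.19).

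Most genes of the study's lists had differences in the direction of their list in the lenses with cortical opacity, with 7 of 85 genes decreased on arrays and 1 of 66 increased on arrays as exceptions. Those increased by RT-qPCR were higher (median 0.68 over 44 genes, adjusted p = 1.27e-34, adjusted p = 0.288 with an estimated correlation) and those decreased by RT-qPCR lower (median -1.19 over 32 genes, adjusted p = 1.27e-16, adjusted p = 0.495 with an estimated correlation), with 32 that rose and 27 that fell adjusted over the list alone. The genes increased on the study's arrays were higher (median 0.66 over 66 genes, adjusted p = 3.15e-42, adjusted p = 0.288 with an estimated correlation) and those decreased there lower (median -1.26 over 85 genes, adjusted p = 2.62e-17, adjusted p = 0.590 with an estimated correlation), with 45 that rose and 47 that fell adjusted over the list alone. Without the 10-week-old lens the median of the genes decreased on arrays was -0.82. Over all genes 0 members of the 4 lists passed, and the lists are not independent evidence of direction.

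The 12-week-old lens with posterior subcapsular opacity was compared with the 2- and 4-week-old lenses to ask which genes differ at this stage. The smallest p-value was that of Nr4a1, and the next smallest were those of lower genes such as Satb1, Flrt2 and Ston2. Nr4a1 (2.67 ± 0.17, n = 1 array against 2), Nr4a3 (2.47 ± 0.28) and Egr3 (2.33 ± 0.29), which are transcription factors induced within minutes of a stimulus, had higher values. So did Ass1 (2.65 ± 0.35), Thrsp (2.60 ± 0.33), Cyp2b1 (2.21 ± 0.25), Scd (1.43 ± 0.18), Rcan1, a regulator of calcineurin (1.32 ± 0.19), Serpinb6a (1.11 ± 0.15), Emp2 (1.01 ± 0.15), Tlcd4 (0.97) and Pkib (0.76). Lower values were those of Metap1 (-1.73 ± 0.20), Nhsl1 (-1.70 ± 0.19), Pnkd (-1.57 ± 0.18), Gltp, a glycolipid transfer protein (-1.51 ± 0.17), and Ston2 (-1.48 ± 0.15). So were those of Flrt2 (-1.29 ± 0.13), Satb1 (-1.25 ± 0.12), Prkca, a protein kinase C (-1.16 ± 0.13), Mfap2 (-1.05 ± 0.12), Taf6 (-1.03 ± 0.11) and Ube2r2 (-0.97 ± 0.11). None of them passed the limma test, in which the lone array was assumed to vary like those of the other stages. In all, 0 of 5168 genes passed (smallest adjusted p 0.0597) and 1131 had an unadjusted p under 0.05, 180 higher and 951 lower. A trended and robust prior gave 17 higher and 76 lower genes, a floor of 6 gave 7 and 21, quantile normalization gave 8 and 10, and median centring and array weights each gave 1 higher gene. The median difference of all tested genes was -0.13 with the deposited values, -0.00017 after quantile normalization and -0.22 after median centring. With dim genes kept it was 8.88e-16. Small differences in this comparison are best read against the shift of the tested genes.

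Of the 21 immediate early genes, 20 had higher values in the 12-week-old lens (median 1.69, adjusted p = 3.00e-19 by camera, adjusted p = 0.258 with an estimated correlation). None passed over all genes. The list tests and the counts adjusted over the list alone in this paragraph rest on a single array whose own spread was not measured, so that a call may reflect this lens and not its stage. Adjusted over the list alone 15 had higher values, among them Atf3 (3.18 ± 0.70), Socs3 (2.84 ± 0.86) and Fos (2.54 ± 0.81), and 1 a lower value. The mesenchymal and fibrosis genes were higher as a list (median 0.22, adjusted p = 0.00187, adjusted p = 0.258 with an estimated correlation). Adjusted over the list alone, 3 of them were higher, including Col1a2 (0.93 ± 0.25) and Tgfb3 (0.87 ± 0.23), and Tgfb2 was lower (-0.76 ± 0.20). When dim genes were kept, this call ended (adjusted p = 0.670). The fatty acid synthesis list was called higher (adjusted p = 0.0266, adjusted p = 0.319 with an estimated correlation) although its median was -0.0013 and its mean 0.35, and after quantile normalization its median was 0.13 and the call ended (adjusted p = 0.0509), as it did when dim genes were kept (-0.13, adjusted p = 0.952). The median was 0.064 without the 2-week-old lens, and without the 4-week-old lens the call ended (-0.0055, adjusted p = 0.0783). The respiratory chain genes were lower (median -0.34 over 72 genes, adjusted p = 0.00193, adjusted p = 0.783 with an estimated correlation), with 3 lower genes adjusted over the list alone, such as Ndufaf3 (-0.89 ± 0.13), and a median of -0.19 after quantile normalization. All 16 ciliary body and zonule markers had lower values (median -1.55, adjusted p = 0.000208, adjusted p = 0.783 with an estimated correlation), with 1 lower adjusted over the list alone, and the 4 pigment cell markers had a median of -1.52 (adjusted p = 0.127). The latter was -0.78 without the 2-week-old lens and -2.66 without the 4-week-old lens, where the list was called (adjusted p = 0.000130). Of the study's lists, the genes increased by RT-qPCR (median 0.75, adjusted p = 1.92e-36) and on arrays (median 0.73, adjusted p = 1.31e-43) were higher, each with adjusted p = 0.258 with an estimated correlation, and adjusted over the list alone 25 and 34 were higher. The genes decreased by RT-qPCR were lower (median -1.64, adjusted p = 1.25e-14, adjusted p = 0.473 with an estimated correlation), as were those decreased on arrays (median -1.54, adjusted p = 8.82e-06, adjusted p = 0.783 with an estimated correlation). When adjusted over the list alone, 30 of the former were lower, and 48 of the latter were lower and 9 higher, while 0 members of the 4 lists passed over all genes, and they are not independent evidence of direction.

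The 14- and 18-week-old lenses with nuclear opacity were compared with the 2- and 4-week-old lenses to ask how the last stage differs from lenses before opacity. The metallothionein Mt2A, which binds zinc and copper, rose the most (4.04 ± 0.64, n = 2 arrays per stage, a 16.5-fold difference), followed by Thrsp (3.0 ± 0.27), Cyp2b1 (2.57 ± 0.21), Ass1 (2.57 ± 0.28) and the kinesin Kif5a (2.15 ± 0.30). Other genes that rose were Cpm, a membrane carboxypeptidase (2.00 ± 0.22), Cyp26a1, which degrades retinoic acid (1.91 ± 0.26), and Ntn4, a netrin of basement membranes (1.91 ± 0.15). Further ones were Chrdl1, an antagonist of bone morphogenetic proteins (1.86 ± 0.16), Emp1 (1.86 ± 0.11), Anxa1 (1.84 ± 0.20) and the stress-induced Nupr1 (1.78 ± 0.21). The deepest fall was that of Cryge, a gamma-crystallin (-6.39 ± 1.25). Its 18-week value of 2.90 is near the background of the array, so that the size of the fall may be understated. Its close paralog Crygf had a difference of -6.17 ± 1.31 and missed the threshold (adjusted p = 0.0588). Since the sequences of this pair are nearly identical the split of signal between them is uncertain. The calcium-dependent protease Capn3 fell by 4.14, and it was followed by Rnf180, a ubiquitin ligase (-3.33 ± 0.55), Fxyd6, a regulator of the sodium pump (-3.08 ± 0.33), and the calcium-binding Gca (-2.86 ± 0.26) and Pvalb (-2.83 ± 0.26). Further falls were those of the exonuclease Trex1 (-2.72 ± 0.41), Nt5dc2 (-2.68 ± 0.24), Sorbs2 (-2.57 ± 0.24), the RNA-binding Igf2bp2 (-2.55 ± 0.28), the adhesion protein Nlgn1 (-2.48 ± 0.40) and the receptor Gpr19 (-2.44 ± 0.32). The limma adjusted p of these 24 genes lay between 0.0145 and 0.0497.

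**Figure D2:**
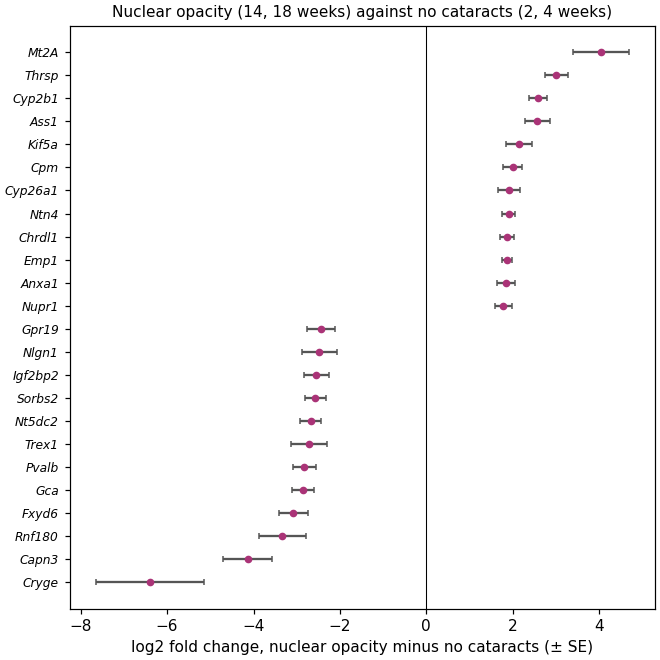
Log2 fold change (x axis, nuclear opacity at 14 and 18 weeks minus no cataracts at 2 and 4 weeks) of the 12 genes that rose and the 12 that fell the most (y axis); points are limma estimates and bars their standard error, with 2 arrays per stage. Mt2A lies at 4.04 and Cryge at -6.39, the latter with the widest bar (1.25).

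Of 5168 genes, 105 rose and 210 fell in the lenses with nuclear opacity, and 1298 had an unadjusted p under 0.05. In all 315 genes that passed, both nuclear opacity arrays lay on the same side of both arrays without cataracts, which was also the case for 54.7% of all tested genes (33.3% by chance). The count was 0 when any of the 4 compared arrays was left out or when dim genes were kept, and it was 8 higher and 15 lower when the compared stages alone were fitted. After quantile normalization 189 genes rose and 237 fell, so that the share of higher genes was 44.4% instead of 33.3%.

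The crystallins were lower as a list in the lenses with nuclear opacity (median -0.61 over 10 genes, adjusted p = 0.00441 by camera, adjusted p = 0.466 with an estimated correlation), a call that ended without the 4-week-old lens (-0.48, adjusted p = 0.0624). Over all genes 3 of them fell and 7 did not pass. Cryge was joined by Crygn (-2.14 ± 0.19) and Crygc (-0.79 ± 0.14), and adjusted over the list alone 5 fell, with Crygf and Crygb (-1.05 ± 0.23) added. Cryab, the small heat shock protein of the lens, had a difference of 0.02 ± 0.09 and lay between 13.17 and 13.28 on the 7 arrays, near the top of the scale, where signals may be compressed. Among the 12 lens fibre genes (median -0.32, adjusted p = 0.0573, called without the 14-week-old lens at adjusted p = 0.0265), Gje1, a connexin-like protein (-1.75 ± 0.30), and Hsf4, a transcription factor of lens fibres (-0.92 ± 0.14), fell. Adjusted over the list alone 4 fell and 1 rose, Lgsn (1.62 ± 0.45). The 10 lens epithelium genes had a median of -0.12 (adjusted p = 0.774) and 0 passed over all genes or adjusted over the list alone. Their largest difference was that of the connexin Gja1 (-0.86 ± 0.38).

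Genes of mesenchymal cells and fibrosis were higher in the lenses with nuclear opacity (median 0.53 over 14 genes, adjusted p = 0.000697, adjusted p = 0.293 with an estimated correlation). In this list 4 genes rose and 1 fell over all genes, and 7 rose and 2 fell adjusted over the list alone. Its median was 0.27 without the 18-week-old lens, and when dim genes were kept the call ended (median 0, adjusted p = 0.298). Those that rose were Pik3r1, the regulatory subunit of a phosphoinositide kinase (1.17 ± 0.16), Col1a2, a chain of type I collagen (1.16 ± 0.20), the hyaluronan receptor Cd44 (1.0 ± 0.19) and the actin-binding Cald1 (0.94 ± 0.11). All 4 are in the study's list of genes increased by RT-qPCR, so that they are not independent evidence of direction. The immediate early genes were higher too (median 0.97 over 21 genes, adjusted p = 1.72e-08, adjusted p = 0.414 with an estimated correlation). Over all genes 3 rose, including Nr4a1 (1.59 ± 0.14) and Junb (1.37 ± 0.25), and adjusted over the list alone 7 rose and 1 fell. The respiratory chain genes were lower (median -0.26 over 72 genes, adjusted p = 0.000109, adjusted p = 0.514 with an estimated correlation), with 5 that fell over all genes and 8 adjusted over the list alone, such as the complex I subunits Ndufs7 (-0.98 ± 0.11) and Ndufs4 (-0.87 ± 0.11) and the complex III subunit Uqcr11 (-0.87 ± 0.14).

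The 16 ciliary body and zonule markers were lower as a list (median -1.31, adjusted p = 0.000109, adjusted p = 0.514 with an estimated correlation). This median was -0.67 without the 2-week-old lens and -1.86 without the 4-week-old lens. Mfap2 alone fell over all genes (-1.67 ± 0.10), and 3 fell adjusted over the list alone. The 4 pigment cell markers had a median of -1.41 (adjusted p = 0.0574). It was -0.76 without the 2-week-old lens and -2.51 without the 4-week-old lens, where the list was called (adjusted p = 8.72e-05). Mitf, a transcription factor of pigment cells, fell over all genes and adjusted over the list alone (-0.97 ± 0.16). Of the 16 ciliary markers, 13 are themselves in the study's lists. The genes of the list decreased by RT-qPCR were lower (median -1.78 over 32 genes, adjusted p = 1.77e-19, adjusted p = 0.414 with an estimated correlation). There were 26 that fell over all genes and 31 adjusted over the list alone. The genes of the list increased by RT-qPCR were higher (median 0.98 over 44 genes, adjusted p = 2.30e-29, adjusted p = 0.293 with an estimated correlation). In this list 23 rose over all genes and 42 adjusted over the list alone. The study's list of genes increased on its own arrays had a median of 0.92 over 66 genes (adjusted p = 4.13e-32, adjusted p = 0.293 with an estimated correlation). Of these, 32 rose over all genes, and adjusted over the list alone 54 rose and 1 fell. Its list of decreased genes had a median of -1.34 over 85 genes (adjusted p = 5.97e-11, adjusted p = 0.514 with an estimated correlation). Of these, 31 fell and 2 rose over all genes, and 46 fell and 5 rose adjusted over the list alone. The median of the list decreased on arrays was -0.88 without the 2-week-old lens. The study chose these 4 lists in lenses of the same strain, so that they are not independent evidence of direction.

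The remaining lists were not called by camera in the lenses with nuclear opacity, but some of their members changed. With fry, fatty acid synthesis was called higher (adjusted p = 0.0358) and the lens fibre genes lower (adjusted p = 0.0248). By camera with an estimated correlation, each of these had adjusted p = 0.414. In fatty acid synthesis (median 0.12 over 12 genes, adjusted p = 0.0912), Thrsp, Scd (1.23 ± 0.14) and the lipase Pnpla3 (0.92 ± 0.15) rose and Lpin1 fell (-1.14 ± 0.12). When adjusted over the list alone Srebf1, a transcription factor of lipid synthesis (1.0 ± 0.29), was added to those that rose. Of the 12 fatty acid synthesis genes 4 are in the study's lists. Among them are Scd, Pnpla3 and Srebf1, which the study found increased by RT-qPCR, so that their rise is not independent evidence. Of the 12 cholesterol synthesis genes (median -0.14, adjusted p = 0.247), 0 passed over all genes or adjusted over the list alone. Idi1 (-0.72 ± 0.22) and Dhcr7 (-0.71 ± 0.18) had the largest differences. Among the calpains and calcium pumps (adjusted p = 0.728), Capn3 fell and Capn6 rose (0.90 ± 0.12) over all genes. Adjusted over the list alone 2 rose and 2 fell. In water and ion transport (adjusted p = 0.715), 2 genes rose, Cpm among them, and 1 fell over all genes. When adjusted over the list alone 3 rose, with the water channel Aqp5 (1.5 ± 0.34), and 1 fell. Among 23 antioxidant and glutathione genes (adjusted p = 0.896), Mt2A rose and 2 genes fell, of which Hmox1, a heme oxygenase, was the lowest (-2.12 ± 0.36). Adjusted over the list alone Mt1 (2.89 ± 0.69) joined Mt2A.

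Of 17 genes of the unfolded protein response (median 0.00097, adjusted p = 0.302), Nupr1 rose and Asns fell (-0.88 ± 0.14), both over all genes and adjusted over the list alone. Among 11 heat shock chaperones (median -0.09, adjusted p = 0.825), Dnajb1 fell (-0.62 ± 0.10). When adjusted over the list alone 3 fell and Hspb1 rose (0.74 ± 0.17). Of 11 genes of the lens capsule basement membrane (adjusted p = 0.774), 0 passed over all genes or adjusted over the list alone. The same was found for the 79 cytosolic ribosomal proteins (median 0.06, adjusted p = 0.0626), which were called higher without the 4-week-old (0.15, adjusted p = 8.72e-05) or the 14-week-old lens (0.099, adjusted p = 0.00414) and had negative medians without the 2-week-old (-0.053) or the 18-week-old lens (-0.026). Test, median and mean differed in sign for some of these lists. The test leaned to higher for basement membrane genes (median -0.03, mean -0.07), calpains (median -0.06, mean -0.32), water and ion transport (median -0.12, mean 0.06) and antioxidant genes (median -0.01, mean 0.02). Of the other genes discussed by the study, Anxa8 (0.84 ± 0.24), Aqp1 (0.20 ± 0.20), Fdft1 (-0.19 ± 0.10), Srebf2 (-0.24 ± 0.12), Sucla2 (0.09 ± 0.10) and Nkx2-6 (0.24 ± 0.14) did not pass, and Lss did not reach the floor on any array.

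Markers of other cell types were near the background of the arrays. None of the measured photoreceptor (15), immune cell (20), blood cell (5) or endothelial (13) markers reached a log2 value of 5, and their highest values were 4.08, 4.24, 4.23 and 4.06. Of 32 cell cycle genes 2 reached it, with Pcna between 5.38 and 5.95, as did 1 of 11 neuron and glia markers (Rbfox3, which fell by 1.66), 1 of 11 muscle markers (Ckm), 2 of 9 corneal and conjunctival markers, among them the transketolase Tkt, a metabolic enzyme, and 2 of 68 olfactory receptors. These 9 lists had too few members above the floor for the test. With dim genes kept, the cell cycle genes were lower (median -0.18, 25 of 32 negative, adjusted p = 0.00609, adjusted p = 0.431 with an estimated correlation). So were the endothelial markers (median -0.19, 11 of 13 negative, adjusted p = 0.0179, adjusted p = 0.431 with an estimated correlation) and 12 pigment cell markers (median -0.72, adjusted p = 0.0179, adjusted p = 0.514 with an estimated correlation). The olfactory receptors, a list that lens has no known use for, were higher (median 0.23, adjusted p = 0.00609, adjusted p = 0.431 with an estimated correlation) with 0 members that passed, so that a list of dim genes can be called at this preset correlation. Among 2822 transcript clusters without a single gene name, 0 passed in limma in nuclear opacity against no cataracts (smallest adjusted p 0.0854, 373 at an unadjusted p under 0.05), while 13 rose and 9 fell in the age trend. In nuclear opacity the smallest p-value was that of cluster 17769540 (2.5).

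A direct comparison of nuclear with cortical opacity asked which genes distinguish these stages of opacity. Emp1, an epithelial membrane protein (transcript cluster 17787756), was the only gene that passed the limma test (2.21 ± 0.11, adjusted p = 0.0175, n = 2 arrays per stage). Its log2 level was 5.15 and 5.38 in the 14- and 18-week-old lenses and between 3.04 and 3.62 in the 5 younger lenses. Higher values without passing were those of Nr4a1 (1.80 ± 0.14), Nupr1 (1.40 ± 0.21), Rcan1 (1.19 ± 0.15), and Ntn4 (1.10 ± 0.15). Smaller differences were those of Dapl1 (0.95), the chaperone Clu (0.92 ± 0.11), Litaf (0.90 ± 0.10), Psmf1 (0.84), Nampt (0.80), Pdha1 (0.69) and Arhgap21 (0.62). Lower values without passing were those of Slc25a35 (-1.95 ± 0.21), Pvalb (-1.90 ± 0.26), Mobp (-1.61 ± 0.14) and Nt5dc2 (-1.57 ± 0.24). Among the others were Rab25 (-1.36 ± 0.20), Gltp (-1.09 ± 0.14), Isca2 (-0.88), Ddit4 (-0.84), Rbfox3 (-0.77), Mfap2 (-0.68) and Satb1 (-0.66). The count of lower genes was 0, with 576 genes at an unadjusted p under 0.05 (348 higher and 228 lower). Emp1 no longer passed when dim genes were kept, when the compared stages alone were fitted or when any of the 4 arrays was left out (0 genes each), nor with a trended and robust prior, which called Nr4a1 higher and 2 genes lower. With a floor of 6, which Emp1 does not reach, Nr4a1 passed instead (adjusted p = 0.0489). Besides Emp1 it also passed after quantile normalization and after median centring.

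Crystallins were lower in nuclear than in cortical opacity (all 10 genes, median -0.57, adjusted p = 2.64e-06 by camera, adjusted p = 0.417 with an estimated correlation). None passed over all genes, and 5 fell adjusted over the list alone, among them Cryge (-5.13 ± 1.25), Crygf (-4.73 ± 1.31), Crygb (-0.98 ± 0.23) and Crygn (-0.87 ± 0.19). The lens fibre genes were slightly lower (median -0.17, adjusted p = 0.0323, adjusted p = 0.417 with an estimated correlation), with 0 that passed over all genes or adjusted over the list alone, and quantile normalization ended this call (adjusted p = 0.138), as did keeping dim genes (adjusted p = 0.0624). It also ended without the 8-week-old (adjusted p = 0.0920), the 10-week-old (adjusted p = 0.109) or the 18-week-old lens (adjusted p = 0.228), with medians of -0.12, -0.20 and -0.15. All 21 immediate early genes were higher (median 0.88, adjusted p = 1.08e-07, adjusted p = 0.417 with an estimated correlation), and 1 rose adjusted over the list alone, Nr4a1, while 0 passed over all genes. Their median was 0.47 without the 10-week-old lens. The mesenchymal and fibrosis genes were higher (median 0.43, adjusted p = 0.00249, adjusted p = 0.417 with an estimated correlation), with Pik3r1 (0.72 ± 0.16) and Cald1 (0.56 ± 0.11) that rose and Tgfbr1 that fell (-0.64 ± 0.14) adjusted over the list alone, and this call ended without the 8-week-old lens (0.33, adjusted p = 0.0876). When dim genes were kept, the median was 0.094. The respiratory chain was lower (median -0.15, adjusted p = 6.60e-08, adjusted p = 0.417 with an estimated correlation), with 0 genes that passed over all genes or adjusted over the list alone. The median of the respiratory chain was -0.086 without the 8-week-old lens and -0.25 without the 10-week-old lens. The ciliary body and zonule markers had a median of 0.23 (adjusted p = 0.964). Of the study's lists, which are not independent evidence of direction, those increased by RT-qPCR (median 0.42, adjusted p = 1.18e-09) and on arrays (median 0.31, adjusted p = 1.06e-08) were higher and those decreased by RT-qPCR (median -0.60, adjusted p = 3.25e-13) were lower, each with adjusted p = 0.417 with an estimated correlation. With adjustment over the lists alone, 6, 8 and 0 rose and 0, 1 and 4 fell in these 3 lists. The list decreased on arrays was called lower (median -0.10, adjusted p = 0.0316, adjusted p = 0.898 with an estimated correlation). Of its members 41 had positive and 44 negative values, 1 rose over all genes (Emp1), and 2 rose and 2 fell adjusted over the list alone. Quantile normalization ended this call, and so did keeping dim genes (0.030, adjusted p = 0.342) or leaving out the 8-week-old (0.23, adjusted p = 0.936) or the 18-week-old lens (0.0046, adjusted p = 0.667). The median was -0.32 without the 10-week-old and -0.045 without the 14-week-old lens. The median of the list decreased by RT-qPCR was -0.31 without the 8-week-old and -0.92 without the 10-week-old lens.

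A linear trend over age used all 7 arrays and asked which genes had a slope from 2 to 18 weeks. A slope does not show that a change was steady. Ass1, for example, differed from no cataracts by 2.65 at 12 weeks and by 2.57 in nuclear opacity. Cryge (-0.50 ± 0.07 log2 units per week, n = 7 arrays) and Crygf (-0.49 ± 0.07) fell most steeply. Cryge went from a log2 level of 11.01 in the 2-week-old lens to 2.90 in the 18-week-old lens, and Crygf from 11.26 to 3.36. Capn3 fell at every step but the step from 10 to 12 weeks, from 8.12 to 3.03 (-0.32 ± 0.02 per week). Rnf180 (-0.26 ± 0.03), Fxyd6 (-0.23 ± 0.02), Pvalb (-0.21 ± 0.02), and Trex1 (-0.21 ± 0.02) fell as well. So did Gca (-0.20 ± 0.04), Igf2bp2 (-0.20 ± 0.01), Nt5dc2 (-0.20 ± 0.01), Sorbs2 (-0.19 ± 0.02) and Rgs5, a regulator of G-protein signalling (-0.19 ± 0.05). The steepest rises were those of Mt2A (0.28 ± 0.06 per week), Thrsp (0.23 ± 0.03), Ass1 (0.19 ± 0.04), and Cyp2b1 (0.19 ± 0.02). They were followed by Kif5a (0.16 ± 0.01), the urea transporter Slc14a1 (0.16 ± 0.02), Cyp2u1 (0.15 ± 0.03), Cyp26a1 (0.14 ± 0.01), Cpm (0.14 ± 0.02), Ntn4 (0.14 ± 0.01), Chrdl1 (0.13 ± 0.02) and Rcan2 (0.13 ± 0.01). Rcan2 increased at every step, from 5.02 to 7.07. The limma adjusted p of these 24 genes lay between 0.000528 and 0.0404.

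**Figure D3:**
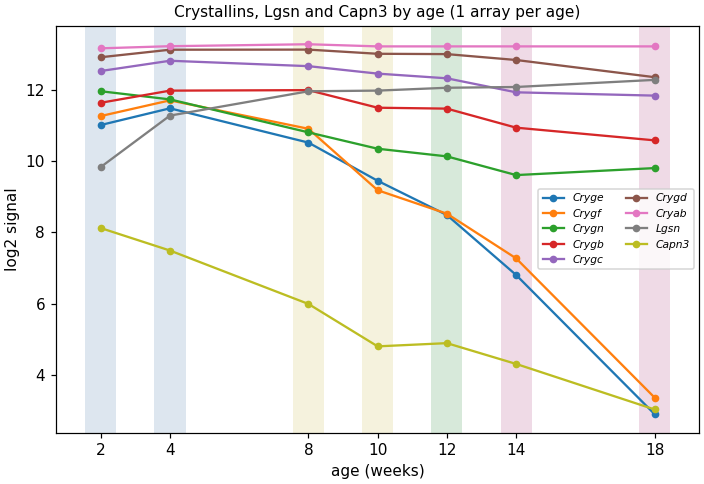
Log2 signal (y axis) of 7 crystallins, Lgsn and Capn3 against age in weeks (x axis), with 1 array per age and shaded bands for the stages no cataracts (blue), cortical opacity (yellow), posterior subcapsular opacity (green) and nuclear opacity (pink). Cryge fell from 11.01 to 2.90 and Crygf from 11.26 to 3.36. Cryab lay between 13.17 and 13.28, near the highest values of the arrays.

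With age, 189 genes rose and 260 fell out of 5168, and 1336 had an unadjusted p under 0.05. Genes of the study's discussion that rose were Col1a2, from 4.56 to 6.11, Pik3r1 (5.23 to 6.26), Aqp5 (4.93 to 6.65), Scd (4.84 to 5.93) and Pnpla3 (5.58 to 6.44). Srebf1 (highest at 8.42 in the 10-week-old lens), Anxa8 (highest at 7.89 in the same lens) and Aqp1 did not pass. The counts were smaller without the youngest lenses, with 36 higher and 38 lower genes without the 2-week-old lens and 51 and 63 without the 4-week-old lens. Without the 18-week-old lens 445 genes fell, and without the 12- or the 14-week-old lens 171 fell. When dim genes were kept, 49 rose and 63 fell. With the 2- and 10-week-old lenses both left out, which was chosen after seeing the data, 3 rose and 8 fell. Quantile normalization gave 309 higher and 278 lower genes, a share of 52.6% higher instead of 42.1%. Array weights gave 418 lower genes and the logarithm of age gave 438, with shares of 30.6% and 29.4% higher.

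Of 10 crystallins, 5 fell with age over all genes and the same number adjusted over the list alone, and the list was lower (median slope -0.045 per week, adjusted p = 0.00172 by camera, adjusted p = 0.423 with an estimated correlation). Besides Cryge and Crygf, these were Crygn (11.96 to 9.80), Crygb (11.64 to 10.58) and Crygc (12.53 to 11.84). The lens fibre genes were lower as a list (median slope -0.025, adjusted p = 0.0205, adjusted p = 0.179 with an estimated correlation). Gje1 and Hsf4 fell and Lgsn rose, from 9.83 at 2 weeks to 12.28 at 18 weeks. Adjusted over the list alone 4 fell and 1 rose. Mesenchymal and fibrosis genes were higher (median slope 0.040, adjusted p = 0.000141, adjusted p = 0.122 with an estimated correlation), with 4 that rose over all genes and, adjusted over the list alone, 8 that rose and 2 that fell. When dim genes were kept, this call ended (0.00094, adjusted p = 0.251), as did that of the ribosomal proteins named below (adjusted p = 0.700). The immediate early genes were called higher (median slope 0.077, adjusted p = 1.12e-05, adjusted p = 0.423 with an estimated correlation), yet 0 of 21 passed over all genes or adjusted over the list alone. Their level was highest in the 12-week-old lens, and their median slope was 0.12 without the 18-week-old lens. The respiratory chain was lower (median slope -0.022, adjusted p = 6.03e-05, adjusted p = 0.474 with an estimated correlation) with 6 that fell and 1 that rose over all genes (7 and 1 adjusted over the list alone). The cytosolic ribosomal proteins were slightly higher (median slope 0.0047, adjusted p = 0.0205, adjusted p = 0.755 with an estimated correlation), with 2 that rose over all genes and 1 adjusted over the list alone. The calls of the crystallins and the lens fibre genes ended without the 18-week-old lens, and that of the ribosomal proteins without the 2- or the 18-week-old lens, where the medians were -0.0022 and -0.0041. The median slope of the crystallins without the 18-week-old lens was -0.030 (adjusted p = 0.0683) and that of the lens fibre genes -0.032 (adjusted p = 0.0774). That of the ribosomal proteins was 0.0099 without the 4-week-old and 0.0071 without the 12-week-old lens.

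The ciliary body and zonule markers fell with age as a list (median slope -0.11, adjusted p = 2.60e-05, adjusted p = 0.423 with an estimated correlation), with 3 of 16 that fell over all genes and 8 adjusted over the list alone. The pigment cell markers were lower too (median slope -0.11, adjusted p = 0.0208, adjusted p = 0.423 with an estimated correlation), with 1 of 4 that fell over all genes and 3 adjusted over the list alone. This call ended without the 2-week-old lens (-0.054, adjusted p = 0.0659), and the median slope of the ciliary markers was then -0.047 and that of the study's list decreased on arrays -0.062. In the 2-week-old lens the median ciliary marker lay 1.63 above its mean over the arrays and in the 10-week-old lens 0.75 below it, a deviation of -0.75. The pigment cell markers lay 2.10 above their mean in the 2-week-old lens. Of the study's lists, 34 of 44 genes increased by RT-qPCR rose (41 adjusted over the list alone, median slope 0.075) and 27 of 32 decreased genes fell (32 adjusted over the list alone, -0.14). Of the array lists, 44 of 66 increased on arrays rose (51 adjusted over the list alone, 0.068) and 36 of 85 decreased on arrays fell (53 fell and 2 rose adjusted over the list alone, -0.11). The camera adjusted p of these lists was at most 3.25e-15, with adjusted p = 0.0942 with an estimated correlation for both increased lists, adjusted p = 0.179 with an estimated correlation for the list decreased by RT-qPCR and adjusted p = 0.423 with an estimated correlation for the list decreased on arrays. They are not independent evidence of direction.

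**Figure D4:**
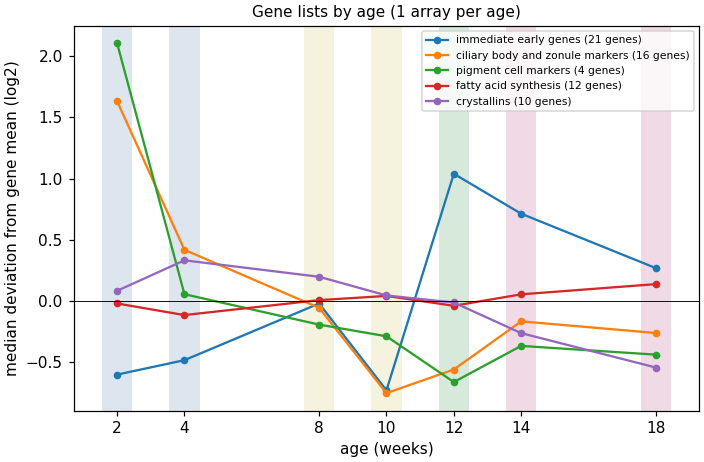
Median deviation of the genes of 5 lists from each gene's mean over the arrays (y axis, log2 units) against age in weeks (x axis), with 1 array per age and shaded bands for the stages as in the plot of crystallins. The ciliary markers lie at 1.63 and the pigment cell markers at 2.10 in the 2-week-old lens, and the immediate early genes peak at 1.04 in the 12-week-old lens.

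Fold changes between the array of the 4-week-old lens and those of the 8- and 10-week-old lenses were counted with the thresholds of the study. No test was made, since each age has 1 array. From 4 to 8 weeks, 99 genes were above the threshold for higher genes (1.5-fold) and 10 beyond the larger threshold for lower genes. The metallothioneins Mt2A (2.05 on the log2 scale) and Mt1 (1.78) led the higher genes. They were followed by Ass1 (1.65), Thrsp (1.65), the mRNA-destabilizing Zfp36 (1.52), the stress cytokine Gdf15 (1.5), Serpinb6a (1.47) and Cyp2b1 (1.26). The lower genes were led by Gca (-1.99), Rgs5 (-1.57), Capn3 (-1.50), the troponin Tnnt2 (-1.39), the RNA sensor Ifih1 (-1.34), Gcg (-1.31), Itm2a (-1.23) and Pnkd (-1.23). Several of these genes lay near or below a log2 value of 5, where single differences are less certain. At 4 and 8 weeks Itm2a was at 4.44 and 3.20, Cyp2b1 at 3.25 and 4.51, Ifih1 at 5.04 and 3.70 and Gdf15 at 3.96 and 5.46. From 4 to 10 weeks, 101 genes were higher and 79 lower. Thrsp (2.37), Ass1 (4.75-fold), Cyp2b1 (1.85), Cyp2u1 (1.58), Srebf1 (1.47), Cyp26a1 (1.44), Kif5a (1.34) and Anxa8 (1.21) were the highest. The anion exchanger Slc26a4 (-3.37), Capn3 (-2.69), the zonule protein Fbn1 (-2.58), Gca (-2.56), the ciliary body protein Optc (-2.56), Crygf (-2.52), the extracellular superoxide dismutase Sod3 (-2.48) and Rnf180 (-2.21) were the lowest.

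In both intervals 42 genes were higher and 9 lower, and 158 and 80 were found in either. Independent lists of these sizes would share 1.93 and 0.153 genes. Part of the excess may come from the 4-week array that both intervals share. Simulated arrays without any change, with the spread seen between arrays of a stage, gave 78.2 and 78.3 higher genes with 24.5 in common and 9.82 and 9.75 lower genes with 2.75 in common. Arrays of a stage differ in age, so that this spread holds change with age and the simulated counts may be too high. Against random lists of the same size and level, the immediate early genes had a median of 0.41 from 4 to 8 weeks (above all 10000 random lists, with 10 of 21 over 1.5-fold higher). It was -0.21 from 4 to 10 weeks (percentile 8.79). The ciliary body and zonule markers had a median of -0.47 from 4 to 8 weeks and of -1.10 from 4 to 10 weeks, below all random lists both times, and 7 of 16 were beyond the threshold for lower genes at 10 weeks. The fatty acid synthesis genes lay at percentiles 96.4 and 99.5, with 3 genes over 1.5-fold higher in each interval. Of the study's lists, 40 of 66 genes increased on arrays were higher and 50 of 85 decreased on arrays were lower from 4 to 10 weeks, and 23 and 5 from 4 to 8 weeks, when 3 of the decreased list were higher, which is not independent evidence of direction.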

Values the study reported

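With triplicate arrays, the study reported 42 genes increased more than 1.5-fold from 4 to 8 weeks and 73 from 4 to 10 weeks, 84 in total, and 34 and 96 genes decreased more than 2.25-fold, 98 in total. By RT-qPCR it reported 46 increased and 35 decreased genes. Of the increased genes, 16 were increased in ICR rats only and 30 in both ICR and SD rats.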

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

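Except for 3 fits chosen after seeing the data, the choices below were made before the data were examined. No paired analysis was possible because the labels share no replicate numbers between stages that would join arrays, and leaving out the only posterior subcapsular array was not possible in the stage fit. Cortical against none: 3 higher and 9 lower genes with a floor of 6 and with a trended robust prior, instead of 0. Nuclear against none: 0 and 0 genes without the filter, 189 higher after quantile normalization, 171 higher with the trended robust prior, 8 and 15 with only the compared stages, the same 8 and 15 without the 10-week array (chosen after seeing the data, and the same fit, since a stage with 1 array adds nothing to the spread), and 0 to 0 higher and lower when an array was left out. Posterior subcapsular against none: 7 and 21 with a floor of 6, 8 and 10 after quantile normalization, 1 higher after median centring, 17 and 76 with the trended robust prior, 1 higher with array weights and 0 without the 10-week array (chosen after seeing the data). Nuclear against cortical: 0 higher without the filter, with the compared stages alone and with any array left out (0 to 0), 2 higher after quantile normalization or median centring, and 2 lower with the trended robust prior. Age: 49 and 63 without the filter, 309 higher after quantile normalization, 418 lower with array weights, 438 lower with log2 of age, 3 and 8 without the 2- and 10-week arrays (chosen after seeing the data), and 36 to 148 higher and 38 to 445 lower with an array left out. Intervals: 4 to 8 weeks gave 400 higher without the filter, 65 and 6 with a floor of 6, 14 and 18 at 2-fold, and 40 lower against the mean of the 2- and 4-week arrays. The interval from 4 to 10 weeks gave 809 higher without the filter, 57 with a floor of 6 and 22 at 2-fold. Called lists numbered 9 in each stage comparison and 12 with age. They were 0 with an estimated correlation in all 5, and with fry 0 in cortical and posterior subcapsular against none and in nuclear against cortical, 7 in nuclear against none and 7 with age. List medians changed sign as follows. In cortical opacity they were -0.0058 for mesenchymal genes and -0.032 for fatty acid synthesis without the filter, -0.053 for ribosomal proteins without the 2-week array and -0.26 for immediate early genes without the 8-week array. Fatty acid synthesis in posterior subcapsular opacity had -0.13 without the filter, 0.13 after quantile normalization and 0.064 without the 2-week array. The study's genes decreased on arrays in nuclear against cortical opacity had 0.030 without the filter and -0.32 to 0.23 over arrays left out, with positive values without the 8- and 18-week arrays. The ribosomal slope with age was negative without the 2-week (-0.0022) and the 18-week array (-0.0041). Aqp1 changed sign without the 4-week array, with a range of -0.083 to 0.48 in nuclear opacity and of -0.0085 to 0.023 per week with age. Of the gene checks, 226 of 412 were the same and 181 weaker for nuclear opacity, 471 of 543 and 68 with age, and 270 of 283 and 7 for nuclear against cortical opacity. No gene had passed in cortical or posterior subcapsular opacity, so that none could become weaker, and 24 of 282 and 57 of 259 checks passed there. The cause was not tested for any of these.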

Other observations

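Among other single genes that passed in nuclear opacity against no cataracts, the serine synthesis enzyme Psat1 (-1.21 ± 0.16) and the amino acid transporter Slc7a5 (-1.12 ± 0.12) fell, while Ass1 rose (2.57 ± 0.28). The calcineurin regulators Rcan1 (1.09 ± 0.15) and Rcan2 (1.71 ± 0.23) rose. These genes were picked singly, and no list of amino acid supply or calcium signalling was tested as a group.

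The fold counts here rest on 1 array per age and those of the study on replicate arrays of other samples, so that the groups are unlike. Simulated single arrays without change gave 78.2 higher and 9.82 lower genes from 4 to 8 weeks. From 4 to 8 weeks, 99 genes were higher here. The study reported fewer. From 4 to 8 weeks, 10 genes were lower here. The study reported more. In either interval, 158 genes were higher here. The study reported fewer.

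The tests of ciliary and pigment cell markers were chosen only after the result was seen. These markers were highest in the 2-week-old lens and the ciliary markers lowest in the 10-week-old lens, with Tyrp1 at 7.62, Dct at 5.58, Optc at 8.49 and Slc26a4 at 8.04 at 2 weeks, and 13 of 16 ciliary markers are also in the study's lists. That the ciliary markers at 10 weeks lay below the mean of 8 and 12 weeks (-0.344) restates this and leaves a steady fall with age open, and the mean of 14 and 18 weeks lay above 12 weeks only at the edge of random lists (0.276, random lists up to 0.259, with 5 of 16 below 0). Their correlation after removal of the age trend was 0.829 (random lists up to 0.393), so that they moved together. However, 15 of 16 were highest in the 2-week-old lens, and a shared excess there gives such a correlation whatever its cause. Adjacent eye tissue carried over in different amounts may explain part of the falls of these genes, but this test cannot decide it. Whether that tissue held retinal pigment epithelium stays open, since Ttr (2.70) and Rpe65 (1.41) were near the background, Rlbp1 lay 0.631 above the other arrays at 2 weeks, and the median excess of these genes was 0.0640.

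The tests of immediate early genes were chosen only after the result was seen. Of the 21 genes, 11 are also in the study's lists, none of them in the RT-qPCR lists. Most of these 11 are in the list decreased on arrays, a direction opposite to the rise at 12 weeks. The immediate early genes were high in the 12- and 14-week-old lenses, with Fos at 9.22 and Atf3 at 7.66 at 12 weeks. That the 10-week-old lens lay below the mean of 8 and 12 weeks (-0.976, in 21 of 21 genes) and the 18-week-old lens below the 12-week-old lens (-0.87, in 20 of 21) partly restates this, so that a steady rise with age that single arrays depart from stays open. Time from removal of the lens to lysis may differ between arrays, since the 8-week-old lens lay above the 10-week-old lens of the same stage (0.667, random lists -0.0241 to 0.202), but a stimulus in the living lens could give the same values and no test here separates them.

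The tests of Cryge and Crygf were chosen only after the result was seen, and the random age orders before it. A general loss of fibre cell RNA as large as the fall of Cryge (-8.11) and Crygf (-7.90) from 2 to 18 weeks did not match. The 8 lens fibre genes below a log2 value of 12 changed by a median of -0.448 (-2.21 to -0.0909). All 8 fell, so that a smaller or partial loss stays open. Level-dependent normalization did not match either, with -0.0524 for 19 other genes of similar level. Saturation of the brightest probes could hide falls of other crystallins and stays open, since without Cryge and Crygf only 2 crystallins lay below 12 at 2 weeks (a difference of 1.58 in median change from those above 12). For the age trend as a whole, 1 of 100 orders of the ages, the real one, reached 449 genes, and the highest other order gave 375.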
